A study of Homo sapiens with 6 samples. Its data were reported in "MicroRNA-1 protects the endothelium in acute lung injury" (2023).

How the data were processed

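RNA was measured in primary HUVECs treated with TNF-α or PBS, with 3 libraries per group. Groups and replicate numbers came from the sample labels. Per the labels, the cells came from umbilical cords of several donors, were used at passage 5 and kept for 2 days after confluence, and received 0.5 ng/mL TNF-α for 6 hours. The labels do not say which donor gave which culture. The methods of the study give another TNF-α concentration, a lower passage limit for HUVECs and another RNA extraction kit, so the dose printed here is that of the labels. Poly-A-selected, strand-specific libraries were made with a TruSeq kit, which leaves out most transcripts without a poly-A tail, including mature microRNAs.

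The authors deposited 1 table of whole-number counts per gene, with 1 column per library and versioned Ensembl gene IDs. Their aligner, counter, software versions, genome build, and use of the strand in counting are not stated. The values were whole numbers with library totals from 23386914 to 29518957. In each library more genes had a count of 3 than of 2 or of 4, so it is open whether each count is 1 read or was derived from the coverage of transcripts. They were tested as counts of reads, and the floor of 3 counts and the counting-error limits rest on that reading. No row lacked a gene ID. Symbols, positions and 3′UTRs were taken from GENCODE release 29 (GRCh38), which matched 57980 of the 58288 IDs, 55619 of them with the same version. Positions are therefore those of the annotation used here.

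Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept with filterByExpr at its minimum count of 10, which left 15139 genes with 99.9% of the counts. Libraries were scaled by TMM, and the 2 groups were compared with the quasi-likelihood test (glmQLFit and glmQLFTest), two-sided, with no covariate or block. P-values were adjusted by Benjamini-Hochberg over all genes tested, with a threshold of 0.05, and for fixed lists also over the list alone. All adjusted p-values are from this test unless another tool is named, except that ranges over alternatives take in the DESeq2 and limma fits. The biological coefficient of variation was 21.1%, and 17.5% without TNF replicate 2. The prior degrees of freedom were 2.74, so the spread of each gene rested largely on its own 6 libraries. The methods of the study give a limit on the log fold change and on P and do not say whether P was adjusted. The unadjusted reading was the main one, with a log2 fold change limit of 0.5. Normalized values are CPM on the TMM-scaled totals. Principal components and deviations used genes with a mean log2 CPM of at least 3 and a prior count of 2. Fold changes against a group with at most 3 counts in each library are given as lower bounds, with 3 counts as the floor.

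These choices were made before the data were examined: the test, the alternatives marked as planned, the rule for named genes, and 15 gene panels. The panels were the 21-gene and 9-gene lists of the study, known TNF-α response genes, TNF receptors, junction genes, the VEGF and angiopoietin axis, cell death, microRNA machinery, miR-1 host genes, the vasoprotective genes KLF2, KLF4, NOS3 and THBD, interferon-stimulated genes, and markers of endothelial, mesenchymal and leukocyte cells. The remaining panel is not reported here as a list, though ARHGEF12 and RAP1A from it are given singly and its genes are in the total over panels. Beyond panel genes, the text names the 8 highest and the 8 lowest log2 fold changes among genes with an adjusted p under 0.05, a mean of at least 5 CPM and groups that do not overlap. Genes without a symbol and genes that bear on the identity of a donor were left out of that rule.

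For the miR-1 seed test, the log2 fold change was regressed on the presence of ACATTCC in the longest annotated 3′UTR, with log2 UTR length, UTR GC share and mean log2 CPM as terms. Its coefficient was ranked among those of all 210 orderings of the same 7 bases, as the distance from the median of the orderings. Genes had to be protein-coding, encoded in the nucleus and with an annotated 3′UTR of at least 50 bases. These limits and the centring on the median were set when the test was written, after the counts had been examined. The set tests camera and fry were run in limma 3.58.1.

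Alternatives were DESeq2 size factors, scaling by total count, the DESeq2 1.42.0 Wald test, limma-voom, no filter on low counts, a mean of at least 1 CPM, the replicate number as a block with and without a GC offset, a test against a log2 fold change of 0.5 (glmTreat), and each of the 6 libraries left out in turn. Voom with library quality weights, the omission of mitochondrial genes, a GC offset with no block, and a robust prior were added after seeing the data, because TNF replicate 2 stood apart. The GC offset was a trend on GC content, fitted per library to CPM on total counts and added to the TMM scaling. It therefore also held differences in library scale, which were corrected a second time. The model fits were tested on simulated counts for the 15139 genes with 200 changed by a log2 fold change of 2 up or down. The changed genes had a mean of at least 5 CPM. The quasi-likelihood test recovered 97% of these with 9 false calls, DESeq2 recovered 97.5% with 53 false calls, and with no gene changed the quasi-likelihood test made 0 calls. Smaller changes and a library set apart like TNF replicate 2 were not simulated, so these shares do not apply to them. The seed test, run on 12543 genes with a shift of 0.2 added, returned a coefficient of 0.20 on the log2 scale with a rank p of 0.00476, the smallest the orderings can give. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.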

Results

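Gene expression was measured by RNA sequencing in human umbilical vein endothelial cells (HUVECs), primary endothelial cells (ECs) isolated from the vein of the umbilical cord. Confluent cultures received tumor necrosis factor (TNF-α), an inflammatory cytokine, at 0.5 ng/mL for 6 hours, or PBS as the control. Each group had 3 libraries. The deposited file gave whole-number counts for 58288 genes, and 32726 of these had no count in any library. The totals were 24929414, 23386914 and 25596906 counts in PBS replicates 1 to 3 and 29518957, 26109071 and 27729767 in TNF replicates 1 to 3. At these depths a count of 3, taken as the limit that a count of 0 allows, corresponded to between 0.102 and 0.128 CPM (counts scaled to a common library total). Such limits cover counting error only, and they take 1 count as 1 read, which is not stated for these counts.

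Before the groups were compared, the libraries were compared with each other. The first principal component of log2 CPM held 46.0% of the variance and placed TNF replicate 2 at 39.2, against −12.9 to −2.19 for the other 5 libraries. The second component held 19.9% and separated TNF replicates 1 and 3 (17.1 and 15.7) from the PBS libraries (−10.05 to −8.73), with TNF replicate 2 at −4.50. Mitochondrially encoded transcripts took 18.2% of the counts in TNF replicate 2 (95% Wilson interval 18.15% to 18.18%), while the other 5 libraries ranged from 5.26% to 7.41%. That interval covers counting error only, not the spread between libraries. The mean mitochondrial share was 6.47% ± 1.10 with PBS and 10.3% ± 6.83 with TNF-α (SD, n = 3 each), a difference with an exact two-sided permutation p of 0.5, where 0.1 is the smallest value that 3 against 3 libraries can give. In a chi-square comparison of counts, the pairs of libraries within a group had values per degree of freedom of 25.1 to 37.7, except the pairs of TNF replicate 2 with replicates 1 and 3, at 213 and 179. No pair was within sampling noise. That comparison sets libraries against counting noise alone, which repeat libraries of one culture could exceed too. It therefore cannot show whether the cultures were independent. Each library was counted as 1 replicate, as labelled.

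**Figure D1:**
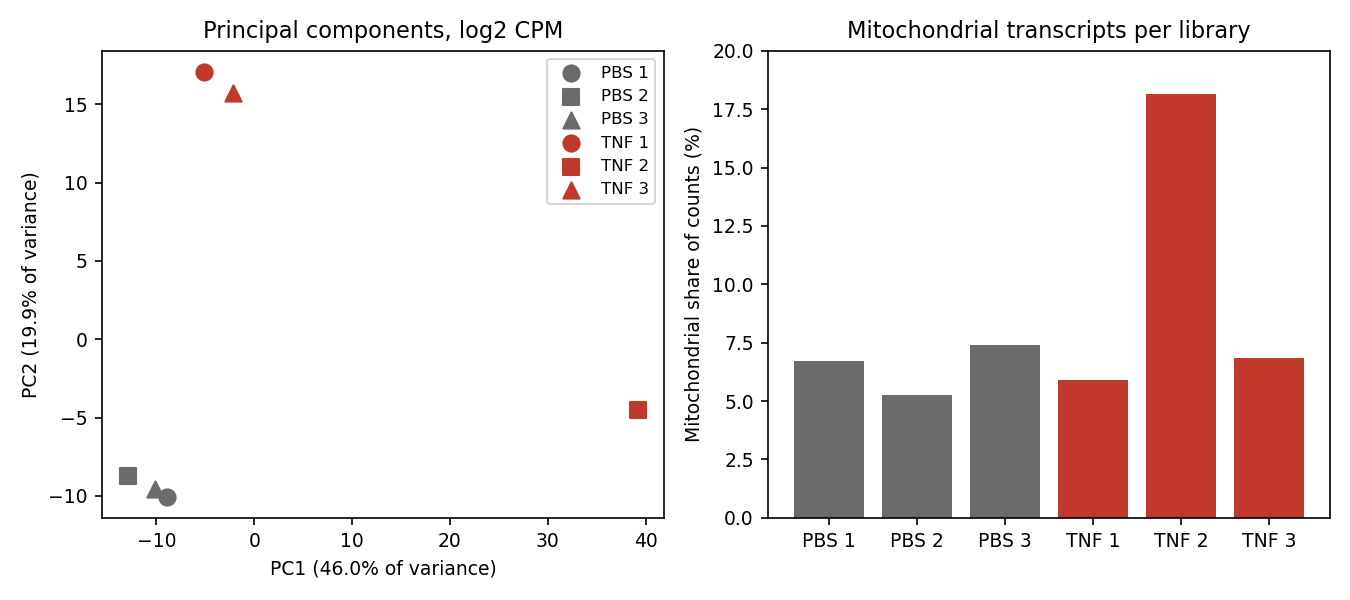
The left panel plots the 6 libraries on the first and second principal components of log2 CPM, with gray for PBS, red for TNF and the marker shape for the replicate number. The right panel gives the mitochondrial share of counts in each library as a bar, in percent. TNF replicate 2 sits alone on the first component and has a share of 18.2%.

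The first question was which transcripts change in HUVECs after 6 hours of TNF-α. Of 15139 genes tested, 114 had an edgeR adjusted p under 0.05, of which 98 were raised and 16 were lowered with TNF-α. At an unadjusted p under 0.05 there were 1489 genes. Of the fits with no replicate block, the one that left out PBS replicate 1 lowered the count most, to 7 genes, and the DESeq2 Wald test raised it most, to 423. TNF replicate 2 acted in the opposite direction. With it left out, 172 genes passed (136 raised and 36 lowered), and 99 of them were among the 114. With the normalized values of the 3 TNF libraries all above those of the 3 PBS libraries, 1515 genes (10.01%) were separated upward, and 1501 genes (9.91%) were separated downward. Chance alone gives 5% in each direction and 10% in both. The study's rule, a log2 fold change beyond 0.5 with an unadjusted p under 0.05, was met by 383 raised and 361 lowered genes (51.5% raised). That balance moved to 281 raised and 500 lowered genes with scaling by total count alone, and to 556 and 217 with a GC offset. Those fits also moved the median log2 fold change of all genes, to −0.10 and 0.10. The GC offset repeats the correction of library scale, so its balance cannot be credited to GC content alone.

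**Figure D2:**
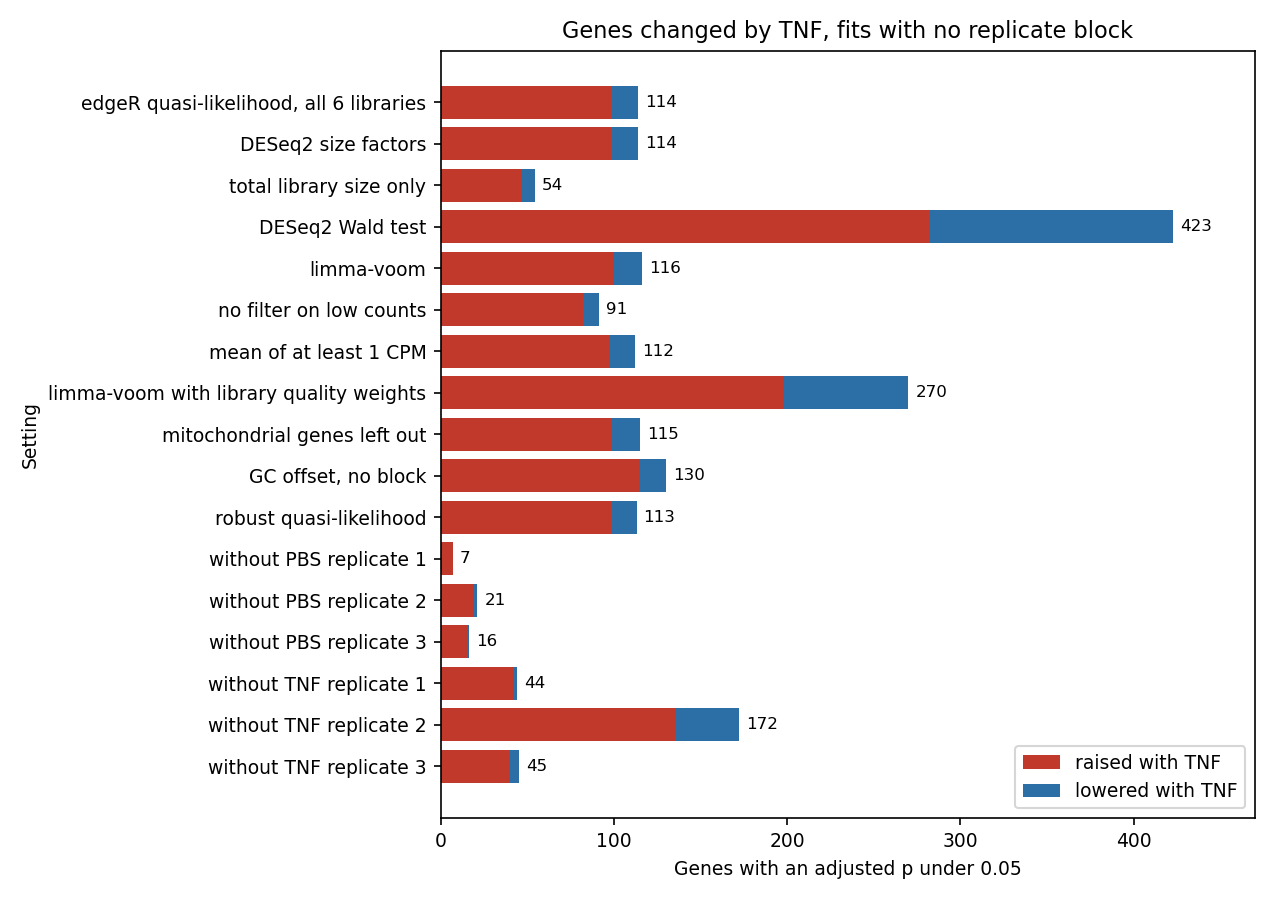
Bars give the number of genes with an adjusted p under 0.05 in each fit that had no replicate block, with red for raised and blue for lowered genes and the total at the end of each bar. The count is 114 with all 6 libraries, falls to 7 without PBS replicate 1 and rises to 423 with the DESeq2 Wald test.

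Among the 84 raised genes that met the naming rule, the 8 with the highest log2 fold change were UBD, CCL2, BIRC3, ICAM1, CX3CL1, SLC7A2, SELE and PAPPA. Their values are normalized CPM (mean ± SD, n = 3 each), positions are in GRCh38, and errors of fold changes are SEs. Fold changes here and below are edgeR estimates, while the SEs are those of the difference between the group means of log2 CPM. UBD (ENSG00000213886.3, chromosome 6, 29555515 to 29559925) had 0 counts in the 3 PBS libraries and 14.8 ± 3.37 CPM with TNF-α, at least 126-fold higher (edgeR adjusted p 0.00563). It overlaps GABBR1 on the same strand, so its counts are uncertain. CCL2 (ENSG00000108691.9, chromosome 17, 34255218 to 34257203) rose from 57.1 ± 4.34 to 597 ± 166 CPM, a log2 fold change of 3.38 ± 0.23 (edgeR adjusted p 0.00301). ICAM1 (ENSG00000090339.8, chromosome 19, 10270835 to 10286615) rose from 64.8 ± 1.44 to 531 ± 18.4 CPM, a log2 fold change of 3.03 ± 0.03, and had the lowest edgeR adjusted p of all genes tested, 3.48e-05. CX3CL1 (ENSG00000006210.6, chromosome 16, 57372458 to 57385048) rose from 3.74 ± 0.61 to 27.3 ± 1.72 CPM, a log2 fold change of 2.86 ± 0.14 (edgeR adjusted p 0.00215). SELE (ENSG00000007908.15, chromosome 1, 169722641 to 169764705) rose from 2.44 ± 0.23 to 13.5 ± 1.11 CPM. BIRC3 had a log2 fold change of 3.13 ± 0.63 and an edgeR adjusted p of 0.0443. Its log2 fold change was 3.05 and its edgeR adjusted p 0.0847 without TNF replicate 2, within a range of 5.6e-11 to 0.192 over its 18 alternatives, which include DESeq2 and limma fits. SLC7A2 rose by 2.59 ± 0.27 and PAPPA by 2.17 ± 0.17 on the log2 scale. SLC7A2 overlaps counted genes on its own strand, and ICAM1 and SELE overlap counted genes on the opposite strand. Whether the counting used the strand is not stated, so these values carry that uncertainty.

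Among the 14 lowered genes that met the rule, the 8 with the lowest log2 fold change were GJA4, TGIF1, LHX6, LMCD1, GPX1, MAP2K6, KCNN3 and AGFG2. GJA4 (ENSG00000187513.8, chromosome 1, 34792998 to 34795747) fell from 152 ± 16.0 to 59.4 ± 11.9 CPM, a log2 fold change of −1.36 ± 0.19 (edgeR adjusted p 0.0213). TGIF1 (ENSG00000177426.20, chromosome 18, 3411608 to 3459978) fell from 37.9 ± 6.24 to 15.7 ± 1.59 CPM, a log2 fold change of −1.27 ± 0.16 (edgeR adjusted p 0.0172). LHX6 (ENSG00000106852.15, chromosome 9, 122202577 to 122229626) fell from 12.7 ± 0.43 to 5.36 ± 0.31 CPM, a log2 fold change of −1.24 ± 0.05 (edgeR adjusted p 0.0105). The other 5 had log2 fold changes from −1.17 (LMCD1) to −0.77 (AGFG2). LMCD1 had an edgeR adjusted p of 0.0856 without TNF replicate 2, within a range of 1.8e-06 to 0.245 over its 18 alternatives. With the GC offset and no block, GPX1, KCNN3 and AGFG2 did not pass (edgeR adjusted p 0.506, 0.0805 and 0.146). GJA4, TGIF1, LHX6, LMCD1 and MAP2K6 did. That fit also raised the median log2 fold change of all genes to 0.10, so these losses cannot be credited to GC content alone. The adjusted p of GPX1 reached 0.630 over its alternatives. The 8 genes passed in 7 (LMCD1) to 12 (LHX6) of the 18 alternatives. GPX1 is annotated as a polymorphic pseudogene. MAP2K6 overlaps a counted gene on its own strand, and GJA4 and LMCD1 overlap genes on the opposite strand.

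The study used these libraries, with data from other EC types that were not analysed here, to look for messenger RNAs that rise with injury and could be targets of microRNA-1 (miR-1). A list of 21 such candidate genes was tested. All 21 were raised, with log2 fold changes from 0.49 (MOB3C) to 3.38 (CCL2), and in all 21 the TNF libraries lay above the PBS libraries. With a log2 fold change above 0.5, 9 of the 21 had an adjusted p under 0.05 over all genes tested and 20 had one adjusted over the list alone. MOB3C was the exception, with an edgeR p adjusted over the list alone of 0.00874 and a fold change short of the limit. Since the list was chosen partly on these samples, these counts are not independent evidence. The count over all genes was 12 without TNF replicate 2. SH3BP5 was the gene in which that library differed most, with 80.0 CPM against 200 and 203 in the other TNF libraries and 49.9 to 55.1 with PBS.

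A second list held 9 genes that the text of the study ties to cell death or lung injury. Of these, 8 are also in the first list. RASSF2 is absent from the heatmap that gave the first list, although the text of the study counts it among the same targets. All 9 were raised with non-overlapping groups, 4 with an adjusted p under 0.05 over all genes tested and 9 adjusted over the list alone, which again is not independent evidence. Over all genes, CX3CL1, CCL2, RASSF2 and CNKSR3 passed. CNKSR3 (ENSG00000153721.18, chromosome 6, 154387504 to 154510659) rose from 13.4 ± 1.51 to 25.9 ± 2.14 CPM, a log2 fold change of 0.95 ± 0.12 (edgeR adjusted p 0.0283). ANGPT2 (ENSG00000091879.13, chromosome 8, 6499651 to 6563409), which lies within MCPH1 on the opposite strand, rose from 109 ± 9.85 to 198 ± 31.9 CPM, a log2 fold change of 0.86 ± 0.15 (edgeR adjusted p 0.0528). PDE5A (ENSG00000138735.15, chromosome 4, 119494395 to 119628991) rose from 8.76 ± 0.78 to 14.1 ± 2.44 CPM, a log2 fold change of 0.69 ± 0.16 (edgeR adjusted p 0.191). TNFAIP2 (ENSG00000185215.8, chromosome 14, 103123442 to 103137439) rose from 27.6 ± 8.46 to 68.7 ± 6.69 CPM, a log2 fold change of 1.31 ± 0.25 (edgeR adjusted p 0.0617). IRAK2 and IRF1 had edgeR adjusted p-values of 0.0571 and 0.294. These calls depended on the setting. Over 18 alternatives with edgeR, DESeq2 or limma, the adjusted p of CNKSR3 ran from 6.77e-08 to 0.166 and was under 0.05 in 10, and that of ANGPT2 ran from 9.69e-06 to 0.317 and was under 0.05 in 4, one of them the edgeR fit without TNF replicate 2 (0.0337). RASSF2 passed in 10 of the 18, TNFAIP2 in 4, IRAK2 in 3, PDE5A in 1 and IRF1 in 0, and CX3CL1 and CCL2 each in 16. Without TNF replicate 2 the count over all genes was 5.

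**Figure D3:**
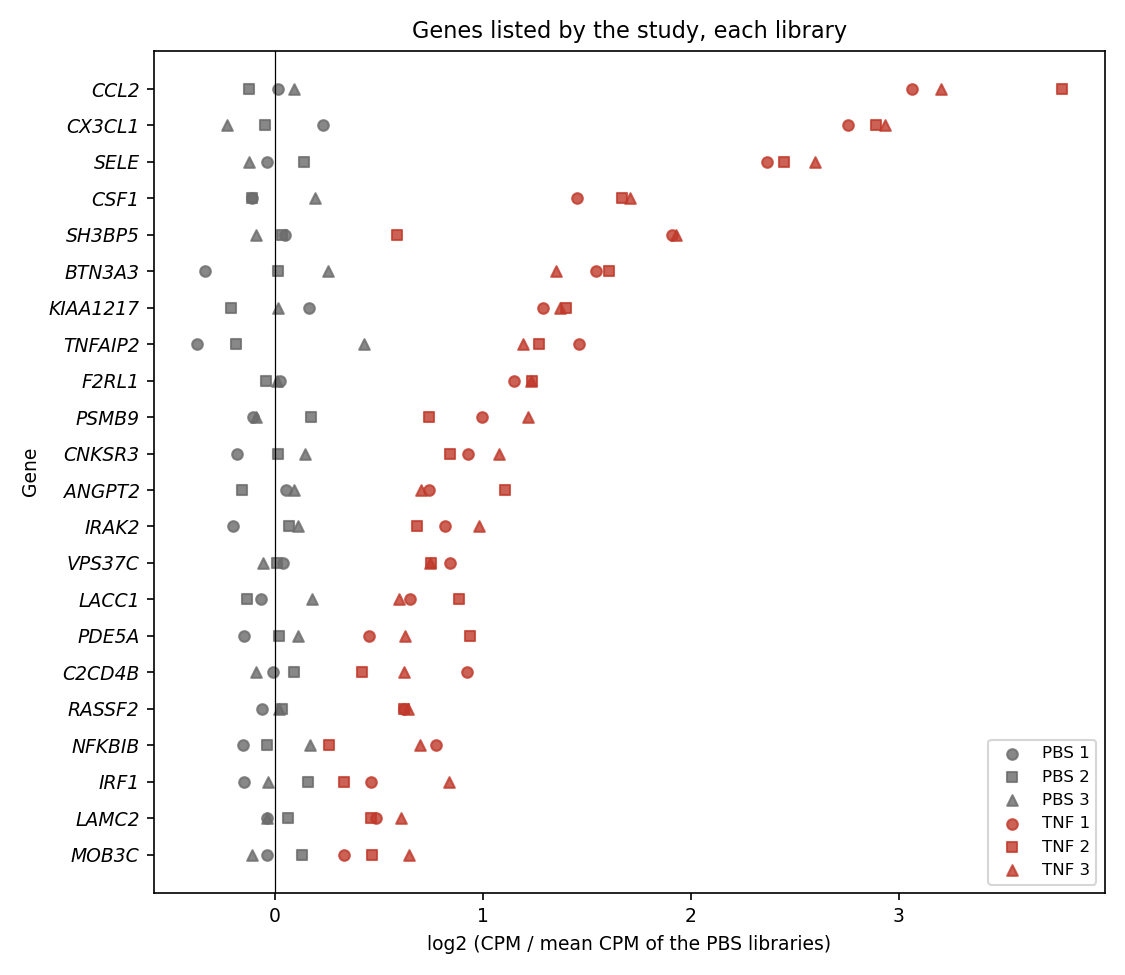
Each row is a gene of the 21-gene or the 9-gene list, and each point is a library, placed by its log2 ratio of CPM to the mean CPM of the PBS libraries (gray for PBS, red for TNF, marker shape for the replicate). In every row the 3 TNF libraries lie to the right of the 3 PBS libraries, and SH3BP5 is the row in which TNF replicate 2 stands farthest from replicates 1 and 3.

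The remaining panels were compared in the same fit. They held 110 genes outside both lists, of which 11 had an adjusted p under 0.05 over all genes tested. Of 8 genes known to respond to TNF-α, 7 were raised over all genes and the same number adjusted over the list alone. With one library left out, from 2 (without PBS replicate 1) to 6 (without TNF replicate 2) passed over all genes. VCAM1 rose from 101 ± 3.75 to 407 ± 41.4 CPM, a log2 fold change of 2.00 ± 0.09 (edgeR adjusted p 0.00182). TRAF1, with a log2 fold change of 0.62 ± 0.48 and an edgeR adjusted p of 0.611, did not pass. Its values were 7.06 CPM in TNF replicate 2 and at most 10.9 CPM with PBS. Without that library its log2 fold change was 0.94 and its edgeR adjusted p 0.0734, the lowest over its 18 alternatives, which reached 0.861. Of the 4 genes of TNF receptors and their adaptors, 0 passed, either over all genes or adjusted over the list alone, and 0 had an unadjusted p under 0.05.

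Since TNF-α opens the junctions between ECs, 13 junction genes were examined. None passed over all genes or adjusted over the list alone, and 2 had an unadjusted p under 0.05. CDH5 (VE-cadherin) had a log2 fold change of 0.25 ± 0.21 and TJP1 (ZO-1) of 0.18 ± 0.19, both within the spread between replicates. TJP1 changed sign to −0.04 without TNF replicate 2. CLDN5 was low in TNF replicates 1 and 3, with 41 and 33 counts, but had 635 counts in TNF replicate 2 and between 1378 and 1693 with PBS. Its log2 fold change was −2.57 ± 1.47 (edgeR adjusted p 0.523) with all libraries. Without TNF replicate 2 it was −5.55 (edgeR adjusted p 0.00114), within a range of 0.00114 to 0.848 over its 18 alternatives. JAM2, with 8 to 28 counts in the PBS libraries and 49 to 74 in the TNF libraries, rose by 2.03 ± 0.55 on the log2 scale (edgeR adjusted p 0.214), and it overlaps ATP5PF on the opposite strand. Over its 18 alternatives JAM2 passed in 1, the DESeq2 Wald test (adjusted p 0.0111), and its adjusted p reached 0.588.

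The title of the series names ARHGEF12 and RAP1A. ARHGEF12 (ENSG00000196914.8, chromosome 11, 120336914 to 120489936) was at 267 ± 25.4 CPM with PBS and 246 ± 23.9 CPM with TNF-α, a log2 fold change of −0.12 ± 0.11 (edgeR adjusted p 0.720). RAP1A had a log2 fold change of 0.27 ± 0.18 (edgeR adjusted p 0.602). Both differences were within the spread between replicates.

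In the 11-gene panel of the vascular endothelial growth factor (VEGF) and angiopoietin axis, 2 genes passed over all genes and 5 adjusted over the list alone (2 raised and 3 lowered). KDR, which encodes VEGF receptor 2, rose from 151 ± 5.15 to 229 ± 9.87 CPM, a log2 fold change of 0.60 ± 0.05 (edgeR adjusted p 0.0225). NRP2 fell from 261 ± 11.9 to 169 ± 11.8 CPM, a log2 fold change of −0.62 ± 0.07 (edgeR adjusted p 0.0322). Both calls were lost in 5 of the 6 fits that left out one library, where the panel count fell to 0, and kept without TNF replicate 2. Over 18 alternatives with edgeR, DESeq2 or limma, each passed in 10, with adjusted p-values of 1.66e-09 to 0.228 for KDR and 2.10e-07 to 0.463 for NRP2. With the GC offset and no block, which also raised the median log2 fold change of all genes, NRP2 did not pass (edgeR adjusted p 0.257). VEGFA fell from 21.05 ± 0.92 to 16.7 ± 1.70 CPM, a log2 fold change of −0.33 ± 0.09 (edgeR adjusted p 0.389 over all genes and 0.0442 adjusted over the list alone), and its groups did not overlap. Of the 4 genes of the vasoprotective panel (KLF2, KLF4, NOS3 and THBD), 0 passed over all genes, 2 were lowered adjusted over the list alone, and 3 had an unadjusted p under 0.05. NOS3 had the lowest fold change of these, −0.80 ± 0.22 on the log2 scale (edgeR adjusted p 0.166). Without TNF replicate 2 it was −0.61 (edgeR adjusted p 0.0341), within a range of 0.00472 to 0.506 over its 18 alternatives. Of 12 interferon-stimulated genes, 11 were tested. CXCL10 and CXCL11 passed over all genes, and 3 genes passed adjusted over the list alone. CXCL10 had 0 counts in the PBS libraries and 58, 23 and 33 counts in the TNF libraries, at least 11.7-fold higher in CPM. CXCL11 rose from 2.48 ± 0.44 to 11.01 ± 2.33 CPM. Over the alternatives CXCL10 passed in 8 of 17 and CXCL11 in 13 of 18. Both overlap ART3 on the opposite strand. With one library left out, 0 of the 11 passed over all genes without PBS replicate 1, 2 or 3, and 1 passed without TNF replicate 1, 2 or 3.

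Of 13 cell death genes, 0 passed over all genes, 0 adjusted over the list alone, and 1 had an unadjusted p under 0.05. Of 11 genes of the microRNA machinery, the counts were 0, 0 and 0. Among 5 host genes of miR-1, MIR1-1, MIR1-2, MIR1-1HG and MIR133A1HG had 0 counts in all 6 libraries, so these precursors were not detectable at this depth in poly-A libraries. The fifth, MIB1, had a log2 fold change of −0.03 ± 0.07, with no fixed sign over the alternatives.

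To ask whether genes with a miR-1 site moved as a set, the log2 fold changes of 12543 genes were compared by the presence of the 7-base seed match ACATTCC in the longest annotated 3′UTR. The 1740 genes with the match had a coefficient of 0.02 on the log2 scale after terms for UTR length, GC share and expression. Across all 210 orderings of the same 7 bases, the two-sided rank p of this coefficient was 0.252. As a set test, camera gave p-values of 0.162 with a preset correlation and 0.319 with an estimated one, and fry gave 0.150. None of these passed 0.05. The match was present in 6 of the 21 list genes (28.6%), in 57 of 319 genes raised under the study's rule (17.9%) and in 13.9% of all genes compared. ANGPT2 and PDE5A lacked it, which does not exclude another form of site. The study predicted sites with several algorithms and reported both genes as enriched in its Argonaute pull-down. It also reported that miR-1 lowered a luciferase reporter carrying a fragment of the Angpt2 3′UTR with the predicted site.

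Cell type markers were read in the same fit. Of 6 endothelial markers, KDR passed over all genes and adjusted over the list alone, with the limits given above. Of 9 mesenchymal markers, 8 were expressed enough to be tested, 0 passed over all genes, 0 passed adjusted over the list alone, and 4 had an unadjusted p under 0.05. Of 6 leukocyte markers, CD14 could be tested and had a log2 fold change of −0.01 ± 0.31, which became 0.04 without TNF replicate 2, while PTPRC, CD3E and LYZ had 0 counts in all 6 libraries.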

Values the study reported

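The study reported 161 genes that rose with TNF-α in 3 types of human ECs, using a limit of 0.5 on the log fold change and a P value below 0.05. It reported that 64 of these had a predicted miR-1 binding site in the 3′UTR and that 21 of them were also recruited to the RISC by miR-1. Its methods describe TNF-α treatment at 1 ng/mL for 6 hours.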

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

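The voom fit with library quality weights, the fit without mitochondrial genes, the GC offset with no block and the robust prior were chosen after seeing the data. The other settings were planned. The 114 genes with an adjusted p under 0.05 became 54 with scaling by total count, 423 with the DESeq2 Wald test, 270 with quality weights and 37 in the glmTreat test against a log2 fold change of 0.5. The count stayed within 1.5 times under the DESeq2 size factors (114), voom (116), both other filters (91 and 112), the omission of mitochondrial genes (115), the GC offset with no block (130) and the robust prior (113). The GC offset shared 93 genes with the 114, and DESeq2 shared all 114. Of the calls by DESeq2, 282 were raised and 141 lowered (66.7% raised, against 86.0% in the edgeR fit), and 13 of its adjusted p-values were missing. In the simulated counts DESeq2 made 53 false calls and edgeR 9. With quality weights 198 were raised and 72 lowered (73.3% raised), and TNF replicate 2 had a weight of 0.207 where the other 5 had 1.13 to 1.66. Scaling by total count shifted the median log2 fold change of all genes to −0.10, where the edgeR fit had −0.00443. The GC offset with no block shifted it by 0.10, as that offset corrects library scale a second time. Calls under these settings are relative to those shifts. The cause was not tested for the other changes.

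Across the 6 fits that each left out one library, the count of changed genes ranged from 7 (without PBS replicate 1) to 172 (without TNF replicate 2). Fewer samples lower the count by construction, and the rise without TNF replicate 2 ran against that. The 21-gene list gave from 3 to 12 genes, the 9-gene list from 2 to 5, and the other panels from 2 to 11.

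With an adjusted p, the study's rule gave 98 raised and 16 lowered genes in place of 383 and 361. With an unadjusted p, 556 were raised and 217 lowered with the GC offset and no block (71.9% raised, against 51.5%), 508 and 203 with the GC offset and the replicate block (71.4%), and 281 and 500 with scaling by total count (36.0%). The fits with the GC offset do not isolate GC content, since the offset also repeats the scaling of libraries. The 21-gene list went from 9 genes to 18 with DESeq2 and 17 with quality weights. The 9-gene list went from 4 to 8 and 7 in the same fits. The 11 genes of the other panels became 7 with scaling by total count. The seed coefficient kept its sign and stayed above a rank p of 0.05 in the alternatives run for it. These were the 8-base match, a mean of at least 10 CPM, no UTR or expression terms, DESeq2 size factors and the replicate block (p 0.176 to 0.848), and each library left out (0.0857 to 0.786).

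Replicate numbers are shared between the groups. With the replicate number as a block, 1 gene had an adjusted p under 0.05, and 0 had one with the block and the GC offset (1094 and 1131 at an unadjusted p). The 21-gene list then gave 0 and 0 genes (21 at an unadjusted p in both fits), the 9-gene list 0 and 0 (9 in both), and the other panels 1 and 0 (22 in both). No pairing by number was seen: the deviations of same-numbered libraries from their group means correlated at −0.0595, −0.0903 and 0.00673 across 10072 genes, so the block removed degrees of freedom without a visible shared difference to account for. The departure of TNF replicate 2 enters the group mean, and so the deviations of every TNF library. It could mask a shared donor difference, so whether the numbers pair the samples stays open.

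Some genes with fold changes within the spread between replicates changed sign. TJP1 was at −0.0043 with quality weights and at −0.0383 without TNF replicate 2, the lowest of its values with one library left out, which reached 0.28. CD14 was at 0.17 with the GC offset and no block, at 0.14 with the GC offset and the replicate block, and from −0.34 to 0.20 with one library left out. With one library left out, MIB1 was from −0.0920 to 0.0060. Several other panel genes, which were not recomputed under each alternative, changed sign without TNF replicate 2 as well. These include FLT1, FADD, PGF, CFLAR, VEGFB, GSDMD, TARBP2, MCL1, BCL2L1, AGO3, RHOC and IRF7. Among the fits that left out one library, 282 other values kept their direction and side of the threshold, or for a count stayed within 1.5 times, 123 became weaker and 9 stronger. Among the other settings, 712 were kept, 94 became weaker and 30 stronger. The depth allowed no statement on transcripts under about 0.1 CPM.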

Other observations

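The tests of the known response genes, the mitochondrial share, depth, sample identity, partial exposure, other cells, the GC correlation and the genes with 0 counts were chosen only after the result was seen. Earlier forms of the tests of partial exposure and of the mitochondrial share were replaced, the first because it set the spread between samples against counting noise and the second because its outcome was nearly fixed in advance. The other tests were written down first.

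Of the 10 splits of the 6 libraries into 3 and 3, the real one alone gave as many as 114 genes with an adjusted p under 0.05, so 1 of 10 splits did, and the other 9 gave 0 to 6. With 10 splits the share cannot go under 0.1, so for the count as a whole chance and TNF-α cannot be told apart by this test. For the 8 known response genes, fixed before the data were examined, chance is argued against, because 7 of them were raised with an edgeR adjusted p under 0.05 (ICAM1 3.48e-05 and VCAM1 0.00182). In each of the other 9 splits 0 of the 8 passed, and 0 or 1 had an unadjusted p under 0.05. With one library left out, from 2 (without PBS replicate 1) to 6 of the 8 passed, and ICAM1 and VCAM1 passed in each of these 6 fits.

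TNF replicate 2 departed from TNF replicates 1 and 3 across the transcriptome. The SD of its log2 deviations from the group mean was 0.476, against at most 0.343 in the other 5 libraries. A larger mitochondrial share lowers all other genes by a common factor. In CPM on total counts TNF replicate 2 lay above the other 5 libraries for 13.1% of 10036 other genes (12.1% to 27.9% in the others) and below them for 57.4% (7.22% to 10.4% in the others), where chance gives 16.7% each. Such a factor could give this in total-count CPM. The SD of 0.476 was taken after TMM scaling, where the median log2 shift of TNF replicate 2 was 0.00935 (0.00992 to 0.0151 in the others). A factor common to all other genes therefore cannot add to that SD. As the whole cause, the larger mitochondrial share is also argued against by the correlation with GC content below (−0.505), since a common factor cannot order genes by GC content. Its depth of 26109071 counts lay within the range of the others. A loess trend on transcript length left an SD of 0.471 and a trend on GC content left 0.418, so neither trend was the whole cause. A mislabelled PBS sample is argued against by 7 of the 8 known response genes, which lay above the highest PBS library in it. Partial exposure or mixing with untreated cells alone would place it between the PBS and the other TNF libraries, but it lay outside the range of the other 5 libraries for 67.3% of 10072 genes, where chance gives 33.3% and the others had 22.1% to 36.8%. That argues against either as the whole cause. It cannot exclude either as a part, since another departure, such as the GC trend below, also moves genes outside the range. Mesenchymal cells or leukocytes are argued against by 12 of their markers that are scarce in HUVECs, which summed to 17.5 CPM in it and to 15.3 to 18.5 CPM in the other libraries. A GC-dependent step in library preparation or RNA quality stays open as part of the cause: the log2 ratio of TNF replicate 2 to the PBS mean followed transcript GC content with a Spearman correlation across genes of −0.505, and the other libraries ranged from −0.146 to 0.0611. Genes are not independent replicates in that value. A difference between donors or cultures was not tested and may contribute.

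The departure was uneven over the TNF-α response itself. Fitted without TNF replicate 2, 55 genes had an adjusted p under 0.05, a log2 fold change beyond 1 and a mean of at least 5 CPM. In TNF replicate 2 the median raised gene of these showed 90.7% of the change seen in replicates 1 and 3, and the median lowered gene showed 35.2%. Under 50% of the change was present for 4 of the 45 raised and 5 of the 10 lowered genes. Choosing genes on TNF replicates 1 and 3 favours a smaller change in the library left out, so these shares are descriptive. PDP2, picked after its values were seen, had 16.8 to 21.2 CPM with PBS, 0.698 and 0.748 CPM in TNF replicates 1 and 3, and 25.9 CPM in TNF replicate 2. No biological explanation was tested.

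A separate pattern concerned single genes with 0 counts in some libraries beside large counts in others. Among genes with a median of at least 100 counts, 11 were at 0 in at least 1 library. TMEM189-UBE2V1, picked after its values were seen, had 0, 1612 and 1283 counts with PBS and 4111, 0 and 2511 with TNF-α. All 11 (100%) overlapped a counted gene on the same strand, and 26.1% of the 11375 such genes never at 0 did (Fisher's exact p 3.85e-07). Reads shared with the overlapping gene, assigned to one or the other by the counter, may account for these values. UBD is the only one of the 11 among the 114 genes, and its 0 counts fall on the 3 PBS libraries alone, which TNF-α would give as well. Of the 114 genes, 20 overlap a counted gene on the same strand, against 4045 of the 15139 genes tested. The counts also had an uneven start: in PBS replicate 1, 1089 genes had a count of 3 and 515 had a count of 4, and the other 5 libraries showed the same excess. Its source was not tested, and it leaves open whether each count is 1 read.

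If TNF-α relieves messenger RNAs of miR-1, genes with a seed match could rise as a set. Their coefficient of 0.02 on the log2 scale was matched by other orderings of the same 7 bases (rank p 0.252), whose median was 0.00192. The coefficient therefore lay within the spread among sequences of equal base composition, and no shift of the seed genes was detected. Of the orderings, 95% lay between −0.0228 and 0.0233, which sets the size of shift that this test can tell from that spread. The 6-base core CATTCC, examined only afterwards, was present in 13 of the 21 list genes, ANGPT2 and PDE5A included, and in 37.6% of all genes compared.

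VEGFA was lower in the TNF libraries than in the PBS libraries, with an adjusted p from 0.235 to 0.748 over its 18 alternatives (edgeR, DESeq2 and limma fits) and a log2 fold change below 0 in each of them. The study describes a rise of VEGF with TNF-α in pulmonary microvascular ECs after a longer exposure. Cell type, time and assay differ, and the study describes its doses there only as increasing concentrations. The difference in direction was not tested.

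Under the rule of fold change and unadjusted p, 383 genes were raised in HUVECs. That is higher than the value quoted from the study above, which is another measure because it counts genes raised in each of its EC types. The labels give a TNF-α concentration of 0.5 ng/mL. That is lower than the concentration quoted from the study above.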
